# Landscape of the lipidome and transcriptome under heat stress in *Arabidopsis thaliana*

**DOI:** 10.1038/srep10533

**Published:** 2015-05-27

**Authors:** Yasuhiro Higashi, Yozo Okazaki, Fumiyoshi Myouga, Kazuo Shinozaki, Kazuki Saito

## Abstract

Environmental stress causes membrane damage in plants. Lipid studies are required to understand the adaptation of plants to climate change. Here, LC-MS-based lipidomic and microarray transcriptome analyses were carried out to elucidate the effect of short-term heat stress on the *Arabidopsis thaliana* leaf membrane. Vegetative plants were subjected to high temperatures for one day, and then grown under normal conditions. Sixty-six detected glycerolipid species were classified according to patterns of compositional change by Spearman’s correlation coefficient. Triacylglycerols, 36:4- and 36:5-monogalactosyldiacylglycerol, 34:2- and 36:2-digalactosyldiacylglycerol, 34:1-, 36:1- and 36:6-phosphatidylcholine, and 34:1-phosphatidylethanolamine increased by the stress and immediately decreased during recovery. The relative amount of one triacylglycerol species (54:9) containing α-linolenic acid (18:3) increased under heat stress. These results suggest that heat stress in Arabidopsis leaves induces an increase in triacylglycerol levels, which functions as an intermediate of lipid turnover, and results in a decrease in membrane polyunsaturated fatty acids. Microarray data revealed candidate genes responsible for the observed metabolic changes.

Due to climate change, land plants may suffer heat stress, which causes an increase in molecular disorder and disintegration of lipid bilayers^1^,^2^. Heat stress-induced reactive oxygen species promote peroxidation of unsaturated fatty acids^3^. Plastidic fatty acid desaturase (*FAD*) mutants, in which the number of glycerolipid fatty acid double bonds is reduced, are known to be heat tolerant^4^,^5^,^6^. Another mutation resulting in impaired biosynthesis of digalactosyldiacylglycerol (DGDG) in chloroplasts has been shown to lead to heat sensitivity^7^. These mutant studies suggest that changes in the proportion of glycerolipid composition in chloroplasts are required for plant acclimatization to heat stress.

One study on Arabidopsis plants under various high temperatures suggested that the heat-induced decrease in unsaturation of membrane glycerolipids is slow and consistent with the rate of *de novo* fatty acid synthesis^8^. Therefore, a decrease in glycerolipid unsaturation is considered unsuitable for a rapid response (increase) to environmental temperature, but is advantageous for plants for long-term acclimatization to gradual temperature increases. A time-course study on Arabidopsis plants grown at 33 °C showed that α-linolenic acid (18:3) decreased within 3 days, whereas hexadecatrienoic (roughanic) acid (16:3) gradually decreased after an additional 13 days^6^. Metabolic labelling experiments have shown that incorporation of 1-[^14^C]-acetate into DGDG was slower than that into monogalactosyldiacylglycerol (MGDG) and phosphatidylcholine (PC)^9^. Because the rate of biosynthesis and degree of unsaturation of glycerolipids are different among lipid classes, it is useful to compare compositions of various lipid species under different temperatures and correlate metabolite patterns with metabolic pathways.

Plant leaves synthesise small amounts of triacylglycerol (TAG) in the endoplasmic reticulum (ER) and accumulate it as lipid droplets in the cytosol^10^. TAG is also possibly synthesised in chloroplasts and accumulated as plastoglobules in chloroplasts^11^. The accumulation of plastoglobules was observed after a short-term moderate heat treatment in Arabidopsis^12^, suggesting an increase in the accumulation of TAG under heat stress. Recent LC-MS-based lipidomic studies revealed that long-term cold stress and a 2-week drought stress resulted in increases in TAG species in Arabidopsis^13^,^14^. According to these data, the composition of the detected TAG species seems to be different among the stresses even in the same ecotype plants. During recovery from drought stress in *Craterostigma plantagineum*, the extent of the decrease differed among individual stress-induced TAG species^14^. These results suggest that each TAG species behaves differently during the environmental stress, possibly reflecting the change (decrease) in membrane glycerolipid composition.

The utility of the integration of metabolic changes with transcriptome data in gene discovery has often been reported in studies on plant specialized (secondary) metabolism^15^. Published microarray transcriptome data suggest the coexpression of genes involved in *de novo* fatty acid synthesis^16^, glycolipid synthesis^17^, and the β-oxidation/glyoxylate cycle^18^. Senescent leaves coordinately reduce and induce the expression of genes involved in *de novo* fatty acid synthesis and β-oxidation, respectively^19^. An integrated lipidomic and transcriptomic study in Arabidopsis under environmental stress was recently conducted^20^. Their results suggest that Arabidopsis transcriptionally coordinates the regulation of glycerolipid metabolism, and the metabolic changes under heat stress may be explained by induced and reduced expression of genes encoding enzymes, proteins involved in lipid trafficking, and transcription factors.

Plant membrane properties should be determined and explained as resulting from the complex mixture of lipid species having different headgroup structures, fatty acid lengths, and the degree of unsaturation. In this study, we simultaneously analysed the changes in glycerolipids including glycolipids, phospholipids, and storage lipids in Arabidopsis leaves under heat stress and during recovery by an LC-MS-based lipidomics platform. Although plant leaf lipidomic studies under heat stress have been reported^7^,^21^,^22^, a thorough determination of TAG species, changes during recovery, and integration with gene expression are required for a better understanding of heat responses in lipid remodelling. In the present study, lipid species were classified according to the pattern of compositional changes, and these changes were represented on a metabolic pathway map with possible lipid trafficking among cellular organelles. A microarray transcriptome analysis was performed to determine the molecular regulation of lipid metabolism under heat stress. We describe plant acclimatization responses to heat stress based on the changes in glycerolipid properties, and suggest an important role for TAG formation.

## Results and Discussion

### Lipidomics reveals a diversity of lipids accumulated under heat stress

Arabidopsis ecotypes Col-0 and Nossen were grown on agar plates and treated with one day of heat stress at 14 days of age (Supplementary Fig. S1). Four temperatures, 22 °C (control), 30 °C, 34 °C and 38 °C were examined. Nossen plants grown at 22 °C had a greater fresh weight than Col-0 plants grown at 22 °C. As compared to the plants grown at 22 °C, both ecotype plants at 30 °C and 34 °C showed more petiole length (Supplementary Fig. S2). Indeed, hyponastic growth is known to be positively regulated by the plant hormones auxin and abscisic acid under heat stress^23^,^24^. The 38 °C treatment was not lethal, but no considerable elongation was observed (Supplementary Fig. S2). Aerial parts were harvested and analysed using a lipidomics method. Lipid composition during recovery from heat stress was also examined. Col-0 plants at 18 days and Nossen plants at 14 days were subjected to 38 °C heat stress for one day. Aerial parts were harvested at one and two days after the stress treatment (Supplementary Fig. S1).

Lipidomic analysis detected a number of glycerolipid species including (1) the glycolipids MGDG, DGDG, and sulfoquinovosyldiacylglycerol (SQDG); (2) the phospholipids phosphatidylglycerol (PG), PC, phosphatidylethanolamine (PE), and phosphatidylinositol (PI); (3) diacylglycerol (DAG), a lipid intermediate; and (4) the storage lipid TAG (Fig. 1, Supplementary Table S1).

Mass spectrometry was used to determine the total number of carbon atoms and double bonds of two fatty acids within a glycerolipid species. Arabidopsis leaves mostly accumulate glycerolipids containing the fatty acids 34:1, 34:2, 34:3, 34:6, 36:1, 36:2, 36:4, 36:5, and 36:6, which are likely composed of two fatty acid combinations: palmitic acid (16:0)/ oleic acid (18:1), 16:0/ linoleic acid (18:2), 16:0/18:3, 16:3/18:3, 18:0/18:1, 18:1/18:1, 18:2/18:2, 18:2/18:3 and 18:3/18:3, respectively^9^,^25^,^26^. Seventy lipid species ranging in number from 34:0 to 34:6 and 36:0 to 36:6 were observed in at least one environmental condition (Supplementary Table S1). Among them, 59 lipid species were observed in all conditions (Fig. 1).

TAG is composed of 3 fatty acids. Twenty-eight TAG species were observed in at least one environmental condition. The major TAG species in Arabidopsis leaves were TAGs consisting of 52:x and 54:x, which contain 52 and 54 carbon atoms in the 3 fatty acids in total. TAGs consisting of 50:x and 56:x, which contain 50 and 56 carbon atoms, respectively, were also detected, but occupied less than 3% of the total amount of TAG species in Arabidopsis leaves. Seven TAG species were detected in all conditions (Fig. 1).

### Lipid species can be classified by their patterns of change under heat stress

To classify the detected lipid species according to trends in accumulation changes, Spearman’s correlation coefficients were calculated among 12 variables of conditions and the result is shown in matrix form (Supplementary Fig. S3). Hierarchical clustering analysis using the complete linkage method based on Euclidean distance classified the 66 lipid species (59 diacyl glycerolipids and 7 TAG) into 10 groups. This result indicated that there were 3 pairs having strong negative correlations, i.e. the lipid species belonging to clusters 1 and 10, clusters 2 and 6, and clusters 6 and 7. The groups exhibiting a negative correlation are possibly interconverted during the stress treatment.

The obtained metabolic changes were represented as a heat map superimposed on a metabolic pathway map (Fig. 2). Fifty-seven lipid species were selected based on their relatively high accumulation in Col-0 plants and their detectability in all conditions. Characteristic lipid species belonged to 5 clusters (clusters 1, 2, 6, 7 and 10). Cluster 1 represents the lipid species that were increased by heat stress and returned to normal levels during recovery. Cluster 2 represents the lipid species that were increased by heat stress and gradually returned to normal levels (more slowly than cluster 1) during recovery. Cluster 7 represents the lipid species that increased to above normal levels during recovery. Cluster 10 represents the lipid species that were decreased by heat stress and returned to normal levels during recovery. Cluster 6 represents the lipid species that decreased at 38 °C and further decreased or remained constant during recovery. Lipid species belonging to the same cluster tended to be closely situated in the metabolic pathway (Fig. 2). The reported clusters of Arabidopsis leaves after wounding^27^ were not reproduced well in our clusters after heat stress, suggesting the different response occurred under the different abiotic stresses in Arabidopsis leaves.

### TAG increased under heat stress and likely enhanced the changes in membrane composition

Although most of the detected TAG species increased under heat stress, the relative amounts of TAG species were also altered (Supplementary Fig. S4). The relative amount of 54:9 TAG increased along with increased temperature. The relative amount of 52:5 TAG peaked at 34 °C and decreased at 38 °C. During recovery, the relative amount of 52:5 TAG increased and that of 54:9 TAG decreased. Because 54:9 TAG is likely composed of three 18:3 chains, these data suggest that TAG synthesis under heat stress favours 18:3 as a substrate. Increase in the relative amount of 52:5 TAG has been reported in studies of Arabidopsis under long-term cold stress and during leaf senescence^13^,^28^. A slower decrease in 52:x TAGs during recovery from drought stress as compared to that of 54:x TAG in *C. plantagineum* has been reported^14^. Taken together, these results suggest that the increase in 54:9 TAG is more specific to short-term heat stress and the increase in 52:5 TAG represents a comprehensive and slow response to environmental stress.

It has been suggested that the ER glycerolipid pathway and TAG synthesis in leaves, rather than β-oxidation, function in storage of excess fatty acids, a process that has been referred to as a cellular vent^10^ or a transient buffer^19^. Lipid turnover in leaves was reported to be slow, about 4% per day^29^. With regard to the metabolic flux of TAG synthesis in the ER, acyltransferase has been suggested to have adequate capacity^10^. Therefore, Arabidopsis plants likely accumulate TAG under heat stress to remove excess 18:3 from membranes.

### Microarray transcriptome analysis revealed heat-responsive genes possibly involved in glycerolipid metabolism under heat stress

To explain the changes in lipid composition from the perspective of gene expression, microarray transcriptome analysis was performed. Arabidopsis ecotype Col-0 plants at 18 days of age were subjected to heat stress at 38 °C for one day, and then returned to 22 °C (Supplementary Fig. S1). Aerial parts of the plants were harvested at 2 time points for heat treatment (Heat08 hr, Heat24 hr) and 2 time points for recovery (Recovery08 hr, Recovery24 hr). 

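Gene expression was measured on 27 Affymetrix ATH1 arrays of 1 colour, which carry probe sets of short oligonucleotides for Arabidopsis genes. Heat08 hr, Heat24 hr, Recovery08 hr and Recovery24 hr had 3 arrays each, from biological replicates. Control08 hr had 6 arrays, 3 from plants of 18 days and 3 from plants of 19 days. Control24 hr had 9 arrays, 3 each from plants of 18, 19 and 20 days. Control08 hr, Heat08 hr and Recovery08 hr were harvested at 11 h after the onset of light and the other 3 groups at 3 h. The sample labels give the tissue as leaf. The authors summarised each array by MAS5, which gives a signal intensity per probe set on a linear scale. The deposited table holds 22746 probe sets and has a 2% trimmed mean of 494.5 to 496.8 on every array, so the arrays share a common level. The baseline to the median of all samples that the methods name is not in these values. The lowest signal is 1, which 3685 values of the table hold. From there, log2 of the signal was compared by limma between the groups of each comparison. The p-values were adjusted by Benjamini-Hochberg over the 228 probe sets of Supplementary Table S2 for the glycerolipid genes and over all probe sets otherwise. As in the paper's results text, a glycerolipid probe set counted as increased above 1.5-fold and as decreased below 0.5-fold, here at an adjusted p under 0.05, the limit the paper gives with its heat map. The median signal of an array was 128.1 to 133.6 at Heat08 hr and 119.8 to 130.6 at Heat24 hr, against 162.0 to 175.9 on the control arrays. Centring each array on its median log2 signal therefore moved the median log2 fold change of all probe sets from -0.13 to 0.25 at Heat08 hr and from -0.22 to 0.19 at Heat24 hr. Replicate 3 of Recovery08 hr stood apart over the probe sets with a mean signal of at least 100. Its SD of log2 differences was 0.623 from replicate 1 and 0.716 from replicate 2, against 0.359 between those replicates. The number of arrays limits the precision of every value.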

Because the transcriptome data from normally grown plants were similar when they were harvested at the same clock time, mean values for the 22 °C control condition (Control08 hr) were calculated from the transcriptome data of both 18-day-old and 19-day-old plants harvested at the same clock time of Heat08 hr and Recovery08 hr. Similarly, the other control condition (Control24 hr) was averaged from the data among 18-day-old, 19-day-old, and 20-day-old plants harvested at the same clock time of Heat24 hr and Recovery24 hr.

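Glycerolipid probe sets of the control plants moved little with age, with a median absolute log2 difference between ages of 0.10 to 0.12. For comparison, the median absolute log2 fold change of the same 228 probe sets was 0.63 at Heat08 hr, 0.95 at Heat24 hr, 0.67 at Recovery08 hr and 0.48 at Recovery24 hr. Between control plants of 18 and 19 days harvested in the afternoon, 0 of all 22746 probe sets differed at least 2-fold at an adjusted p under 0.05 from limma, and 1055 had an unadjusted p under 0.05. In the morning, 0 probe sets differed between 18 and 19 days (1106 unadjusted). Plants of 20 days differed in 5 probe sets from plants of 18 days (1016 unadjusted) and in 5 from plants of 19 days (1071 unadjusted). With all 27 arrays in 1 fit, the 4 counts were 0, 1, 0 and 0. With the replicate number as a block in the fit, they were 0, 0, 0 and 0. Each comparison set 3 arrays against 3.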

#### Overview of changes in glycerolipid metabolism

From the literature, 244 genes were selected as possibly being involved in glycerolipid metabolism^11^,^30^,^31^,^32^ (Supplementary Table S2). Among them, the expression levels of 233 genes were detectable as signal intensities from 228 probe sets; the genes exhibiting significantly increased (>1.5-fold) and decreased (<0.5-fold) expression were analysed. 

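The gene with the brightest probe set of the 228 was HPR (AT1G68010), a hydroxypyruvate reductase, with a mean signal of 16200 over the 27 arrays. PMDH2 (AT5G09660), a peroxisomal malate dehydrogenase, followed with 13290. The dimmest was AT3G46170 of plastidial fatty acid synthesis, at 1.80. These 3 were chosen after their values were seen. The median over the 228 probe sets was 493.1. A mean signal of at least 100 was reached by 174 probe sets, and 54 lay below it. The 6 group means of each probe set, taken here as geometric means, differed from those of Supplementary Table S2 by less than 0.1% for all 228 probe sets.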

Because the number of genes with increased expression was smaller, we analysed the >1.5-fold, but not the >2-fold data. The samples at Heat08 hr, Heat24 hr, Recovery08 hr, and Recovery24 hr contained 31, 48, 38, and 38 increased probe sets, respectively (Supplementary Fig. S5). On the other hand, they also contained 41, 54, 44, and 13 decreased probe sets, respectively (Supplementary Fig. S5). 

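The increased probe sets came from all parts of glycerolipid metabolism. Of the 46 probe sets of eukaryotic phospholipid synthesis, 6 were increased at Heat08 hr, 9 at Heat24 hr, 9 at Recovery08 hr and 9 at Recovery24 hr. Of the 36 of plastidial glycerolipid, galactolipid and sulfolipid synthesis, 6, 7, 7 and 0 were increased in the same order. LCAT3 (AT3G03310), of the lecithin:cholesterol acyltransferase family, had log2 fold changes of 1.85 (standard error 0.0958), 2.72 (0.174), 1.65 (0.121) and 1.51 (0.205) in that order, each called increased. ADS2 (AT2G31360), an acyl-lipid desaturase, was increased at Heat24 hr (2.50, standard error 0.125) and Recovery24 hr (2.17, standard error 0.120) and not at Heat08 hr (0.48) or Recovery08 hr (-0.73). In all, 31 probe sets were increased at Heat08 hr, 50 at Heat24 hr, 38 at Recovery08 hr and 39 at Recovery24 hr. A threshold of 2-fold left 19 at Heat08 hr, 23 at Recovery08 hr and 17 at Recovery24 hr.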

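ADS1 (AT1G06080), an acyl-lipid desaturase, was decreased in every comparison, with log2 fold changes of -1.81 at Heat08 hr, -4.30 at Heat24 hr, -3.94 at Recovery08 hr and -2.80 at Recovery24 hr (standard errors 0.0919 to 0.205, n = 3 treated arrays). AT1G73600, of eukaryotic phospholipid synthesis, fell by 5.54 on the log2 scale at Heat24 hr (standard error 0.0924), the largest decrease among the 228 probe sets there. Of the 46 probe sets of eukaryotic phospholipid synthesis, 14 were decreased at Heat08 hr and at Heat24 hr, 10 at Recovery08 hr and 5 at Recovery24 hr. NPC6 (AT3G48610), a non-specific phospholipase C, was decreased at Heat24 hr (-2.70, standard error 0.104) and TGD2 (AT3G20320), a subunit of the lipid importer of the chloroplast envelope, at Heat08 hr (-1.09) and Heat24 hr (-1.73). In all, 44 probe sets were decreased at Heat08 hr, 59 at Heat24 hr and 46 at Recovery08 hr. The balance of both directions depends on how the arrays are scaled. It also depends on the limits, since 1.5-fold for increases is easier to pass than 0.5-fold for decreases. At these limits, increased probe sets made up 41.3% of the calls at Heat08 hr and 45.9% at Heat24 hr. With a 2-fold limit for increases, 19 were increased at Heat08 hr against 44 decreased. After centring each array on its median, and again at 1.5-fold and 0.5-fold, 51 were increased and 25 decreased at Heat08 hr (67.1%). At Heat24 hr, 73 were increased and 46 decreased (61.3%).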

Recovery24 hr contained the smallest number of genes (13) with decreased expression, suggesting that the plants quickly recovered from the stress at least at the transcriptional level. 

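At Recovery24 hr, 18 of the 228 probe sets were decreased. TAG synthesis and storage held 6 of them, eukaryotic phospholipid synthesis 5, and plastidial fatty acid synthesis, plastidial glycerolipid synthesis and lipid catabolism 2 each. Of the 18 calls, 5 are not made in the paper: LEC1, OLEO2, OLE3, CLO1 and HSD1, named after their values were seen. All 5 had a mean signal under 100. OLE3 (48.8) and CLO1 (12.8) belong to TAG synthesis and storage. FAD4 (AT4G27030), the desaturase of 16:0 in PG, was among the brighter of them, with a signal of 377 ± 130 (SD, n = 3) against 1771 ± 161 (SD, n = 9) in Control24 hr (log2 fold change -2.28, standard error 0.169, adjusted p = 7.94e-07 from limma). The myo-inositol-1-phosphate synthase gene MIPS2 (AT2G22240) had a log2 fold change of -1.10 (standard error 0.140, adjusted p = 4.71e-05). Both had been higher than in control plants at Recovery08 hr, FAD4 by 0.76 (standard error 0.105) and MIPS2 by 3.89 (standard error 0.230). Among probe sets with a mean signal of at least 100, 11 were decreased.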

In total, there were 68 genes (70 probe sets) with increased expression under at least one condition and no decrease, 71 genes (69 probe sets) with decreased expression under at least one condition and no increase, 13 genes (13 probe sets) with both increased and decreased expression under at least one condition, and 81 genes (76 probe sets) with neither increased nor decreased expression (Fig. 3, Supplementary Table S2).

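The groups of the pathway map fell into these classes unequally. Of 32 probe sets of plastidial fatty acid synthesis, 22 were decreased, 3 increased, 2 both and 5 neither. Of 42 of TAG degradation, β-oxidation, the TCA and glyoxylate cycles, 24 were increased, 8 decreased, 0 both and 10 neither. The 46 of eukaryotic phospholipid synthesis were spread over 14 increased, 15 decreased, 6 both and 11 neither. Of 40 of TAG synthesis, 9 were increased, 14 decreased, 1 both and 16 neither. Dim probe sets, such as that of OLE3 with a mean signal of 48.8, were among those decreased. AT4G31050, of plastidial fatty acid synthesis, was 1 of those with both directions, with log2 fold changes of 2.63 (standard error 0.198) at Heat24 hr and -1.10 at Recovery08 hr. Over all groups, 72 probe sets (70 genes) were only increased, 82 (86 genes) only decreased, 13 (13 genes) both and 61 (64 genes) neither. With a threshold of 2-fold for increases, 8 probe sets were both.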

#### Stress-responsive transcription factors

The expression of transcription factor genes involved in abiotic stress in Arabidopsis was examined (Supplementary Fig. S6, Supplementary Table S3). *DREB1A*, which was reported to be involved in cold stress^33^, decreased <0.5-fold at Heat08 hr and Recovery08 hr. *DREB2A*, which was reported to be involved in drought and heat stress^34^,^35^, increased >2-fold at Heat08 hr, Heat24 hr, Recovery08 hr, and Recovery24 hr. *HSFA2*, which was reported to be involved in heat stress^36^, increased >2-fold at Heat08 hr, Heat24 hr, and Recovery08 hr. These results indicate that appropriate heat-stress responses of Arabidopsis leaves were detectable in our experimental conditions.

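HSFA2 (AT2G26150) had a signal of 1182 ± 109 (SD, n = 3) at Heat08 hr against 19.5 ± 15.0 (SD, n = 6) in Control08 hr, a log2 fold change of 6.37 (standard error 0.762, adjusted p = 0.000146 from limma over all probe sets). At Heat24 hr its signal was 4930 ± 367 (SD, n = 3) against 14.8 ± 13.0 (SD, n = 9), a log2 fold change of 8.71 (standard error 0.546, adjusted p = 4.28e-08). During recovery it was at 138.5 ± 90.2 at Recovery08 hr (log2 fold change 2.92, standard error 0.899, adjusted p = 0.0235) and at 27.6 ± 27.6 at Recovery24 hr (0.36, standard error 0.841, adjusted p = 0.779). The rise at Recovery08 hr did not pass without replicate 1 (adjusted p = 0.0918) or without replicate 2 (0.0945). The control signals are close to the lowest of the table, so the size of these folds is uncertain. HSFA2 was measured by 1 named probe set.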

#### Circadian changes in glycerolipid metabolism-relate gene expression

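Over all 22746 probe sets, 897 were at least 2-fold higher at Control08 hr and 981 at least 2-fold higher at Control24 hr (limma, adjusted p under 0.05, 6 arrays against 9). Glycerolipid genes of both times were among them. DGAT1 (AT2G19450), which acylates DAG to TAG, was 7.80-fold higher at Control08 hr (log2 difference 2.96, standard error 0.0914, adjusted p = 2.02e-12). The acyl-lipid desaturase genes went opposite ways, ADS2 by 2.25 (standard error 0.0906) and ADS1 by -1.58 (standard error 0.0823).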

The observation that some genes displayed different expression levels between Control08 hr and Control24 hr suggests an effect of circadian rhythm on their expression. 

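Genes of lipid catabolism differed between the clock times in both directions. The peroxisomal citrate synthase genes CSY2 and CSY3 were higher at Control08 hr by 0.74 (standard error 0.0964) and 0.62 (standard error 0.129) on the log2 scale, and the peroxisomal ATP carrier gene PNC2 by 1.08 (standard error 0.194). FAB2, the stearoyl-ACP desaturase gene, was higher in the morning, with a log2 difference of -1.10 (standard error 0.0562, Control08 hr less Control24 hr), as was NPC6 with -0.87 (standard error 0.0605). Of lipid catabolism, the thiolase gene KAT5 (AT5G48880) with -0.73 (standard error 0.0792) and the dim isocitrate lyase gene ICL with -0.88 (standard error 0.247) were also higher in the morning, both chosen after their values were seen. At more than 1.5-fold and an adjusted p under 0.05 from limma, 25 glycerolipid probe sets were higher at Control08 hr and 20 at Control24 hr.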

There were 17 probe sets that increased >1.5-fold at Control24 hr (i.e., in the morning), whereas 24 sets increased >1.5-fold at Control08 hr (i.e., in the afternoon) at 22 °C (Supplementary Table S2). Among them, 40 probe sets changed under heat stress or during recovery. Therefore, increase in the expression of *DGD1* (digalactosyldiacylglycerol synthase 1), *FAD5* (fatty acid desaturase 5), *PDAT* (phospholipid: diacylglycerol acyltransferase), *FIB1* (fibrillin 1), *FAD4*, and *MIPS2* (*myo*-inositol-1-phosphate synthase 2) at Heat08 hr may reflect a heat stress-induced decrease in circadian-influenced expression of genes related to glycerolipid metabolism.

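Of the 20 glycerolipid probe sets higher at Control24 hr, 12 were decreased and 1 was increased at Heat24 hr, while 6 were increased and 4 decreased at Heat08 hr. Of the 25 higher at Control08 hr, 15 were increased and 3 decreased at Heat24 hr, and 18 were increased and 0 decreased at Recovery24 hr. Counting any change in the 4 comparisons, 19 of the 20 and 23 of the 25 changed, 42 probe sets in all. The change differed between Heat24 hr and Heat08 hr in 15 of the 20 and 21 of the 25 by limma's test of the interaction. These counts use the same control arrays for the daily difference and for the heat comparisons, so that a control value high by chance lowers the heat change.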

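DGD1 (AT3G11670), FAD5 (AT3G15850), PDAT (AT5G13640), FIB1 (AT4G04020), FAD4 and MIPS2 were all higher in the morning than in the afternoon in control plants, and in heat-treated plants none of the 6 was higher in the morning. In control plants DGD1 was 3.47-fold, FAD5 2.23-fold, PDAT 1.74-fold, FIB1 2.22-fold, FAD4 2.99-fold and MIPS2 9.98-fold higher at Control24 hr. At Heat08 hr, DGD1 had a signal of 1433 ± 173 (SD, n = 3) against 540 ± 42.4 (SD, n = 6) in Control08 hr, and at Heat24 hr 961 ± 59.9 (SD, n = 3) against 1878 ± 178 (SD, n = 9) in Control24 hr. Its log2 fold changes of 1.41 and -0.96 differ by -2.37 (standard error 0.137, adjusted p = 4.69e-11 from limma's test of the interaction). FAD4 went the same way, with 1.13 at Heat08 hr and -1.85 at Heat24 hr (interaction -2.98, standard error 0.131), as did MIPS2 with 2.09 and -1.80 (interaction -3.89, standard error 0.306) and PDAT with 0.79 and -0.85 (interaction -1.64, standard error 0.147). FAD5 had 1.22 at Heat08 hr and -0.32 at Heat24 hr (interaction -1.55, standard error 0.132). FIB1, whose probe set also detects AT4G22240, rose by 2.16 (standard error 0.104) at Heat08 hr, and its signals at both heat times lay 0.01 apart on the log2 scale (interaction -1.16, standard error 0.135). Over all glycerolipid probe sets, 122 of 228 had an interaction at an adjusted p under 0.05. The heat groups differ in the length of treatment as well as in clock time.

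**Figure D1:**
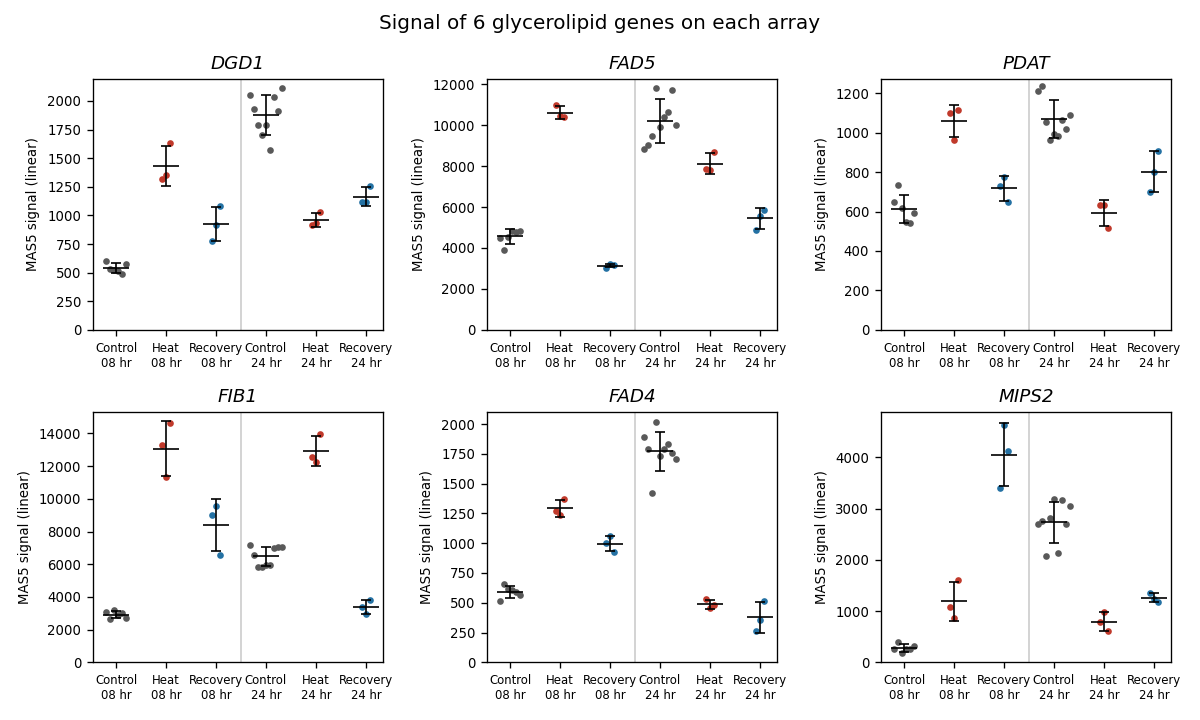
MAS5 signal (linear scale) of DGD1, FAD5, PDAT, FIB1, FAD4 and MIPS2 in the 6 groups, with the afternoon groups on the left of each panel and the morning groups on the right. Each point is 1 array, and the bars give the mean and SD of 3, 6 or 9 arrays. MIPS2 has a mean of 278 in Control08 hr and 2730 in Control24 hr, and of 1188 and 789 in the heat groups.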

#### Prokaryotic glycerolipid pathway in chloroplasts

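In plastidial fatty acid synthesis, more probe sets were lower than higher after heat. ACC BCCP2 (AT5G15530), a biotin carrier subunit of the plastidial acetyl-CoA carboxylase, had log2 fold changes of -1.39 at Heat08 hr, -2.76 at Heat24 hr (standard error 0.134), -2.44 at Recovery08 hr and -1.08 at Recovery24 hr. The enoyl-ACP reductase gene ENR1 (AT2G05990) fell by 2.38 on the log2 scale at Heat24 hr and the condensing enzyme gene KASI (AT5G46290) by 1.30. The acyl carrier protein gene ACP4 (AT4G25050) had -1.08 at Heat24 hr and -1.73 at Recovery08 hr. A pyruvate dehydrogenase E1 subunit gene, AT2G34590, went the other way, with 2.19 at Heat08 hr and 1.82 at Heat24 hr. ENR1, KASI and AT2G34590 were chosen after their values were seen. At an adjusted p under 0.05 over all probe sets from limma and with no fold threshold, 21 of the 32 probe sets of the group were lower at Heat08 hr, 24 at Heat24 hr, 24 at Recovery08 hr and 11 at Recovery24 hr (21, 24, 25 and 12 adjusted over the list alone), and 4, 4, 1 and 4 were higher. After centring the arrays on their median, an alternative chosen after the data were seen, 15 were lower and 5 higher at Heat08 hr (median log2 fold change -0.24, against -0.61). Tested against the other genes by camera with a preset correlation of 0.01, the group was lower at Heat08 hr (adjusted p = 0.00485), Heat24 hr (0.000363) and Recovery08 hr (3.76e-06). With an estimated correlation the adjusted p was 0.0847, 0.338 and 0.385. Below 0.5-fold, 12 of the 34 genes were decreased at Heat08 hr, 20 at Heat24 hr, 16 at Recovery08 hr and 2 at Recovery24 hr, and 22 genes were decreased at some time and never increased.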

The expression of 21 genes, which are likely involved in *de novo* fatty acid synthesis in chloroplasts, was decreased by heat stress and/or during recovery (group 1 of Fig. 3b). *ATS1* (glycerol-3-phosphate acyltransferase 1), *LPAAT1* (1-acylglycerol-3-phosphate acyltransferase 1), and *CDS5* (CDP-diacylglycerol synthase 5) are involved in the so-called prokaryotic pathway, which refers to the plastidic biosynthesis of 16:3-containing glycolipids and PG^30^. 

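ATS1 (AT1G32200) had a signal of 696 ± 88.5 (SD, n = 3) at Heat24 hr against 2443 ± 104 (SD, n = 9) in Control24 hr. This is a log2 fold change of -1.82 (standard error 0.0829, adjusted p = 1.68e-09 from limma), and Heat08 hr (-0.76) and Recovery08 hr (-1.21) were lower too, Heat08 hr by less than 2-fold. CDS5 (AT3G60620) was below 0.5-fold at Heat08 hr (-1.32, standard error 0.141), Heat24 hr (-1.87, standard error 0.211) and Recovery08 hr (-1.96, standard error 0.185), where its signal was 110.5 ± 31.4 (SD, n = 3). LPAAT1 (AT4G30580) was below 0.5-fold at Recovery08 hr alone of the 4 comparisons, with a signal of 243 ± 28.7 (SD, n = 3) against 802 ± 72.0 (SD, n = 6), a log2 fold change of -1.72 (standard error 0.120, adjusted p = 3.88e-06). At Heat08 hr it had 0.49 and at Heat24 hr -0.42. After centring the arrays on their median, CDS5 at Heat08 hr was -0.94, above the 0.5-fold threshold.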

The expression of these genes decreased at Heat08 hr, Heat24 hr, and/or Recovery08 hr (Fig. 3b). These results suggest a decrease in chloroplast glycerolipid synthesis, which is consistent with the decrease observed in 34:x glycolipids and PG under heat stress and during recovery (Fig. 2). Decrease in the expression of *MGD1* (monogalactosyldiacylglycerol synthase 1) and *MGD2* at Recovery08 hr can explain the lipidomics results, in which the total amount of MGDG decreased during recovery (Supplementary Fig. S7). 

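MGD1 (AT4G31780) had a signal of 1209 ± 33.3 (SD, n = 3) at Recovery08 hr against 2438 ± 83.2 (SD, n = 6) in Control08 hr, a log2 fold change of -1.01 (standard error 0.0802, adjusted p = 9.67e-06 from limma). Under heat it had 0.08 at Heat08 hr (adjusted p = 0.375) and 0.33 at Heat24 hr (0.000872). MGD2 (AT5G20410), a far dimmer probe set, had a signal of 60.0 ± 14.8 (SD, n = 3) at Recovery08 hr against 121.9 ± 31.4 (SD, n = 6), a log2 fold change of -1.01 (standard error 0.241, adjusted p = 0.00538), and it was also lower at Heat08 hr (-1.18, standard error 0.210). At Recovery08 hr both genes lie close to the 0.5-fold threshold and did not pass it after centring on the array median (-0.99 each), MGD1 also without replicate 2 (-0.99) and MGD2 without replicate 1 (-0.86) or 3 (-0.98), against age-matched controls (-0.83), after quantile normalization (-0.77) or with 16 added to the signal (-0.85). MGD2 at Heat08 hr did not pass it after centring (-0.81), quantile normalization (-0.81) or with 16 added (-0.98).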

MGDG and PG may be also converted to TAG and other lipids, which have been detected after wounding^27^. FAB2 (also referred to as SSI2 and FAD1) converts 18:0-ACP to 18:1-ACP in chloroplasts^37^. Its expression decreased at Heat24 hr, which may explain the increased accumulation of 18:0-containing 36:1 PC under heat stress (Fig. 2).

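FAB2 (AT2G43710) had a signal of 1094 ± 259.7 (SD, n = 3) at Heat24 hr against 3955 ± 287 (SD, n = 9) in Control24 hr. The log2 fold change was -1.88 (standard error 0.124, adjusted p = 4.34e-08 from limma). At Heat08 hr it was -0.25 (standard error 0.0702, adjusted p = 0.0137), at Recovery08 hr 0.21 (adjusted p = 0.0902) and at Recovery24 hr -0.90 (standard error 0.0874). The changes at Heat24 hr and Heat08 hr differed by -1.63 (standard error 0.146, adjusted p = 1.77e-08 from limma's test of the interaction).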

#### Phospholipid synthesis in the ER

FATA1 prefers to hydrolyse 18:1-ACP rather than 16:0-ACP in chloroplasts^38^. Mutations resulting in reduced *FATA1* gene expression were reported to affect fatty acid composition in Arabidopsis seeds^39^. 

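LPAAT2 (AT3G57650), which acylates lysophosphatidic acid in the ER, rose from 1549 ± 97.9 (SD, n = 6) in Control08 hr to 3840 ± 425 (SD, n = 3) at Heat08 hr and from 1417 ± 155 (SD, n = 9) in Control24 hr to 5580 ± 321 (SD, n = 3) at Heat24 hr. Its log2 fold changes were 1.31 (standard error 0.0950) and 1.98 (standard error 0.109, adjusted p = 7.20e-09 from limma). FATA1 (AT3G25110), the acyl-ACP thioesterase gene of chloroplasts, rose by 1.22 at Heat08 hr (standard error 0.134) and 2.18 at Heat24 hr (standard error 0.173, adjusted p = 2.27e-07). PAH1 (AT3G09560) and PAH2 (AT5G42870), which dephosphorylate phosphatidic acid to DAG, had 1.36 (standard error 0.177) and 1.06 (standard error 0.152) at Heat24 hr. At Heat08 hr PAH1 had 0.69 (adjusted p = 0.00114) and PAH2 0.27 (adjusted p = 0.208). CCT1 (AT2G32260), of PC synthesis, rose by 0.69 (standard error 0.107) and 1.09 (standard error 0.138). The changes of FATA1 differed between Heat24 hr and Heat08 hr by 0.96 and those of LPAAT2 by 0.68, both at an adjusted p under 0.05 of the interaction.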

The expression of *FATA1*, *PAH1* (phosphatidate phosphohydrolase 1), *PAH2*, *CCT1* (choline-phosphate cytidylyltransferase 1) and *LPAAT2* increased at Heat08 hr and/or Heat24 hr (Fig. 3a). These observations could explain the increase in 18:1-containing 34:1 PC, 36:1 PC, 36:2 PC, 34:1 PE, 36:2 PE, and 34:1 PI in extrachloroplasts under heat stress (Fig. 2, pathway ‘a’ of Fig. 4).

#### Eukaryotic glycolipid synthesis

PAH1 and PAH2 were reported to be involved in the transport of diacyl glycerolipids from the ER to chloroplasts under phosphorus-depleted stress^40^. *LPPε1* encodes one of the chloroplast-localised phosphatidic acid (PA) phosphatases^41^. *PLDζ2* was reported to be induced by phosphorus deficiency and be involved in phospholipid metabolism^42^. TGD4 was reported to bind to PA and be involved in the transport of glycerolipids from the ER to chloroplasts^43^,^44^. 

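LPPε1 (AT3G50920) rose from 475 ± 45.4 (SD, n = 6) in Control08 hr to 914 ± 93.2 (SD, n = 3) at Heat08 hr, a log2 fold change of 0.95 (standard error 0.111, adjusted p = 8.65e-05 from limma), and by 1.33 (standard error 0.102) at Heat24 hr. TGD4 (AT3G06960) rose by 1.37 (standard error 0.116) and 1.62 (standard error 0.104, adjusted p = 3.19e-08), to 1235 ± 201 (SD, n = 3) at Heat24 hr. In recovery TGD4 was at 0.10 and 0.03, with adjusted p of 0.625 and 0.773. PLDζ2 (AT3G05630) is a dim probe set, with 62.6 ± 10.7 (SD, n = 3) at Heat24 hr against 24.3 ± 21.4 (SD, n = 9), a log2 fold change of 1.83 (standard error 0.698, adjusted p = 0.0347). This call was lost without replicate 1, 2 or 3 in turn (adjusted p = 0.102, 0.0894 and 0.0615) and against age-matched controls (0.281). At Recovery08 hr PLDζ2 had 141.8 ± 36.1 (SD, n = 3), a log2 fold change of 3.39 (standard error 0.735, adjusted p = 0.00320).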

The expression of these genes increased at Heat08 hr and/or Heat24 hr (Fig. 3a). This result could explain the decrease in 18:2-containing 34:2 PC, 36:4 PC, 36:5 PC, 34:2 PE, 36:4 PE, 36:5 PE, and 34:2 PI accumulated in extrachloroplasts, as well as the increase in 18:2-containing glycolipids including 36:4 MGDG, 36:5 MGDG, 36:4 DGDG, 36:5 DGDG, 36:4 SQDG, and 36:5 SQDG, which are synthesised via the so-called eukaryotic pathway, in which the substrates of glycolipid fatty acids are derived from the ER (Fig. 2, pathway ‘b’ of Fig. 4). These data reveal drastic changes in the flow of DAG in glycolipid metabolism accompanied by changes in the expression of genes involved in phospholipid degradation and lipid transport from the ER to chloroplasts. In the case of SQDG, UDP-sulfoquinovose may be newly synthesised under heat stress because the expression of *SQD1* (UDP-sulfoquinovose synthase) increased (Fig. 3a).

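SQD1 (AT4G33030) had a signal of 5733 ± 325 (SD, n = 3) at Heat08 hr against 2451 ± 288 (SD, n = 6) in Control08 hr, a log2 fold change of 1.23 (standard error 0.119, adjusted p = 2.82e-05 from limma). At Heat24 hr it had 7011 ± 1499 (SD, n = 3) against 2581 ± 537 (SD, n = 9), a log2 fold change of 1.45 (standard error 0.192, adjusted p = 2.22e-05). At Recovery08 hr it was at -0.38 (adjusted p = 0.0325) and at Recovery24 hr at 0.04 (adjusted p = 0.893).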

#### TAG synthesis

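DGAT2 (AT3G51520), an acyltransferase that makes TAG from DAG, rose from 714 ± 50.2 (SD, n = 6) in Control08 hr to 5030 ± 337 (SD, n = 3) at Heat08 hr and from 715 ± 71.9 (SD, n = 9) in Control24 hr to 7097 ± 324 (SD, n = 3) at Heat24 hr. Its log2 fold changes were 2.82 (standard error 0.0880) and 3.32 (standard error 0.0990, adjusted p = 5.97e-11 from limma), and in recovery it was at -0.05 (adjusted p = 0.670) and 0.17 (0.193). DGAT1 had nearly the same signal at both heat times, 1212 ± 116 at Heat08 hr and 1190 ± 126 at Heat24 hr (SD, n = 3 each), while the control arrays held 729 ± 61.6 (SD, n = 6) in the afternoon and 93.9 ± 12.2 (SD, n = 9) in the morning. The log2 fold changes of DGAT1 were 0.73 (standard error 0.103) and 3.67 (standard error 0.127), a difference of 2.94 (standard error 0.164, adjusted p = 3.70e-11 from limma's test of the interaction).

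**Figure D2:**
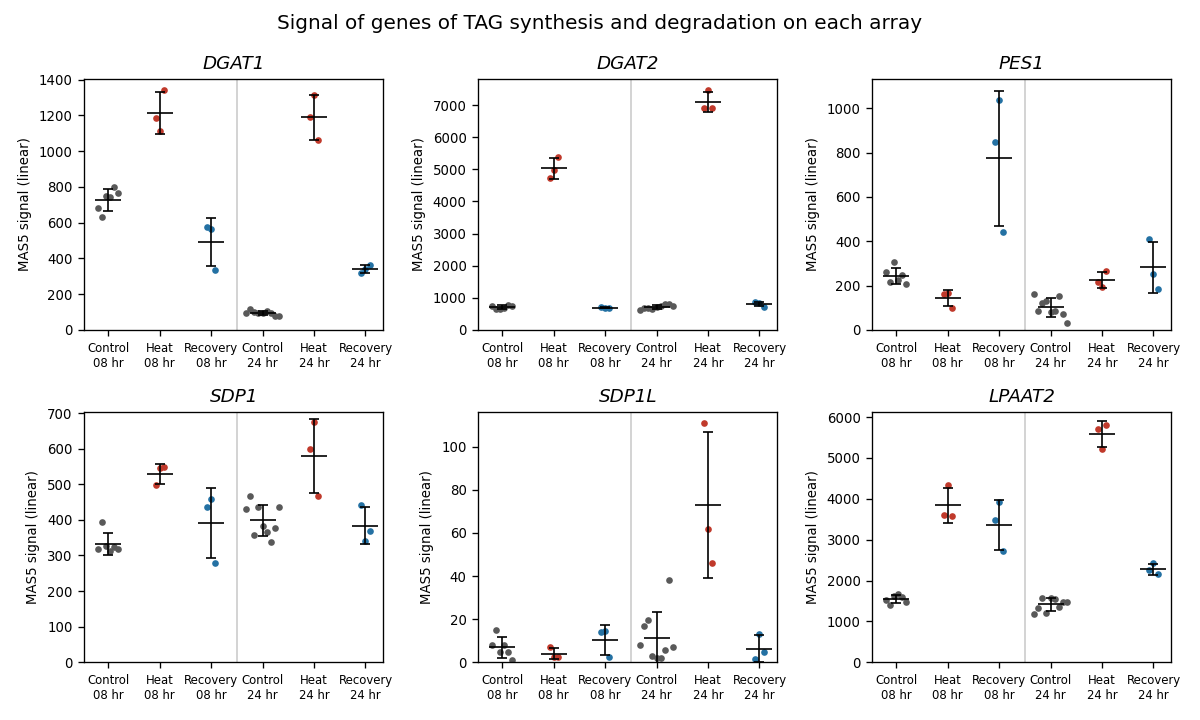
MAS5 signal (linear scale) of DGAT1, DGAT2, PES1, SDP1, SDP1L and LPAAT2 in the 6 groups, with the afternoon groups on the left of each panel and the morning groups on the right. Each point is 1 array, and the bars give the mean and SD of 3, 6 or 9 arrays. DGAT2 is near 714 in both control groups and above 5000 on average in both heat groups, and SDP1L stays under 100 on average in every group.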

The expression of *PAH1*, *PAH2*, *PLDζ2*, *LPAAT2*, *PDAT*, *DGAT1* (acyl-CoA: diacylglycerol acyltransferase 1), and *DGAT2* increased at Heat08 hr and/or Heat24 hr (Fig. 3a). These genes may be involved in increases in TAG synthesis in the ER via the activation of the Kennedy pathway under heat stress (Fig. 2, pathway ‘c’ of Fig. 4). *FIB1a* and/or *FIB1b*, which are recognised by the same probe set, were reported to be involved in plastoglobule formation in chloroplasts under abiotic stress^45^. 

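The probe set of FIB1a and FIB1b had a signal of 13080 ± 1659 (SD, n = 3) at Heat08 hr and 12920 ± 915 (SD, n = 3) at Heat24 hr, against 2914 ± 202 (SD, n = 6) in Control08 hr and 6485 ± 593 (SD, n = 9) in Control24 hr. The log2 fold change at Heat24 hr was 1.00 (standard error 0.0962, adjusted p = 1.37e-06 from limma). At Recovery08 hr the signal was 8386 ± 1596 (SD, n = 3), a log2 fold change of 1.51 (standard error 0.137, adjusted p = 2.19e-05). At Recovery24 hr it was 3390 ± 416 (SD, n = 3) and lower than in Control24 hr, at -0.94 (standard error 0.106).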

Their expression increased at Heat08 hr, Heat24 hr, and Recovery08 hr, suggesting the involvement of these genes in plastoglobule formation under heat stress (Fig. 3a). 

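PES1 (AT1G54570) rose at Recovery08 hr from 242 ± 36.4 (SD, n = 6) in Control08 hr to 775 ± 306 (SD, n = 3), a log2 fold change of 1.60 (standard error 0.262, adjusted p = 0.000696 from limma). At Heat24 hr it had 1.26 (standard error 0.420, adjusted p = 0.0177) and at Recovery24 hr 1.52 (standard error 0.445, adjusted p = 0.0129). At Heat08 hr it was lower than in Control08 hr, at -0.78 (standard error 0.193, adjusted p = 0.00692). DGAT1 had a signal of 340.2 ± 23.1 (SD, n = 3) at Recovery24 hr, a log2 fold change of 1.87 (standard error 0.124), and 492 ± 136 (SD, n = 3) at Recovery08 hr, a log2 fold change of -0.61 (standard error 0.183, adjusted p = 0.0175). For PES1, the call at Heat24 hr was lost without replicate 3 (adjusted p = 0.0691) and that at Recovery24 hr without replicate 1 (0.0787).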

The expression of *PES1*^11^ and *DGAT1*^46^, which were reported to be involved in TAG synthesis in chloroplasts, increased under heat stress and during recovery (Fig. 3a). TAG might also accumulate in chloroplasts as plastoglobules (pathway ‘d’ of Fig. 4).

#### Genes involved in lipid turnover

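SDP1 (AT5G04040) rose from 333 ± 30.6 (SD, n = 6) in Control08 hr to 529.9 ± 28.3 (SD, n = 3) at Heat08 hr, a log2 fold change of 0.67 (standard error 0.0947, adjusted p = 0.000270 from limma). At Heat24 hr its log2 fold change was 0.53 (standard error 0.129, adjusted p = 0.00281), under 1.5-fold. SDP1L (AT3G57140) had 73.0 ± 33.7 (SD, n = 3) at Heat24 hr against 11.5 ± 11.9 (SD, n = 9) in Control24 hr, a log2 fold change of 3.24 (standard error 0.857, adjusted p = 0.00482). At Heat08 hr it had 3.97 ± 2.64 against 6.93 ± 4.70 (log2 fold change -0.66, adjusted p = 0.477). Signals this close to the lowest of the table make the folds of SDP1L uncertain. In recovery neither gene passed the test.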

The expression of *SDP1* and *SDP1L*, which hydrolyse TAG^47^, increased at Heat08 hr and Heat24 hr, respectively (Fig. 3a). These results suggest that, although TAG may accumulate, TAG degradation is also enhanced under heat stress (pathway ‘e’ of Fig. 4). The expression of 21 genes, which are likely involved in β-oxidation and the tricarboxylic acid (TCA) and glyoxylate cycles, increased at Heat24 hr, Recovery08 hr, and Recovery24 hr (group 7 of Fig. 3a). These results suggest that Arabidopsis increases turnover of membrane glycerolipids under heat stress and during recovery at the transcriptional level (pathway ‘f’ of Fig. 4).

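PNC2 (AT5G27520), the carrier that brings ATP into the peroxisome, had log2 fold changes of -0.09 at Heat08 hr, 3.55 at Heat24 hr (standard error 0.272), 1.57 at Recovery08 hr and 1.57 at Recovery24 hr. The acyl-CoA oxidase gene ACX1 (AT4G16760) had 2.28 at Recovery08 hr, the multifunctional protein gene MFP2 (AT3G06860) 1.55 at Recovery24 hr, and the thiolase gene KAT2 (AT2G33150) 1.53 at Heat24 hr and 1.41 at Recovery24 hr. These 3 genes were chosen after their values were seen. ECI3 (AT4G14440), an enoyl-CoA isomerase gene of the same group, fell by 4.70 on the log2 scale at Heat24 hr (standard error 0.118). Of the 41 genes of the group, 5 were increased at Heat08 hr, 16 at Heat24 hr, 10 at Recovery08 hr and 18 at Recovery24 hr, and 23 genes were increased at some time and never decreased. With no fold threshold and over all probe sets, 8, 18, 15 and 22 of its 42 probe sets were higher and 12, 12, 10 and 6 lower (limma, adjusted p under 0.05), and the counts were the same when adjusted over the list alone. After centring the arrays on their median, an alternative chosen after the data were seen, 17 were higher and 9 lower at Heat08 hr, which turns the balance, and 25 and 9 at Heat24 hr. The group as a whole was higher at Recovery24 hr in camera with a preset correlation (adjusted p = 0.000365) and had an adjusted p of 0.0602 with an estimated correlation. From these increases during heat and recovery, the paper proposes that the turnover of membrane glycerolipids rises at the transcriptional level.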

In germinating Arabidopsis, the first step of the TCA cycle is catalysed by *CSY2* and *CSY3*, which were reported to be localised in the peroxisome^48^. The authors showed that these proteins are essential for exporting citrate derived from acetyl-CoA from the peroxisome to the cytosol for fatty acid respiration. The expression of these genes increased under heat stress and during recovery (Fig. 3a). Conversely, the expression of other genes (*PMDH2*, *HPR*, and *PCK1*), which also belong to the glyoxylate cycle and have been suggested to be involved in lipid catabolism^32^, did not increase under heat stress (Fig. 3b). These results suggest that Arabidopsis produces citrate in the peroxisome to effect changes in membrane composition, rather than use lipids as energy sources under heat stress (pathway ‘f’ of Fig. 4).

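CSY3 (AT2G42790) had a signal of 2276 ± 298 (SD, n = 3) at Heat24 hr against 440.4 ± 95.0 (SD, n = 9) in Control24 hr, a log2 fold change of 2.39 (standard error 0.176, adjusted p = 1.16e-07 from limma). It had 1.27 (standard error 0.143) at Heat08 hr, 0.67 (standard error 0.144) at Recovery08 hr and 1.65 (standard error 0.188) at Recovery24 hr. CSY2 (AT3G58750) rose to 940.4 ± 109 (SD, n = 3) at Recovery24 hr against 345 ± 49.5 (SD, n = 9), a log2 fold change of 1.45 (standard error 0.143, adjusted p = 7.20e-06), and by 0.97 (standard error 0.137) at Heat24 hr. At Heat08 hr CSY2 had 0.52 (standard error 0.0822), under 1.5-fold, and at Recovery08 hr 0.10 (adjusted p = 0.389). CSY3 at Recovery08 hr was under 1.5-fold without replicate 2 (0.55) and after quantile normalization (0.53).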

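HPR (AT1G68010) had a signal of 7664 ± 289.9 (SD, n = 3) at Heat24 hr against 24290 ± 2185 (SD, n = 9) in Control24 hr, a log2 fold change of -1.66 (standard error 0.0921, adjusted p = 8.06e-09 from limma). It was at -0.41 at Heat08 hr, -2.20 (standard error 0.153) at Recovery08 hr and -1.35 (standard error 0.135) at Recovery24 hr. PCK1 (AT4G37870), phosphoenolpyruvate carboxykinase, had -1.17 (standard error 0.0893) at Heat08 hr and -1.69 (standard error 0.0900, adjusted p = 6.15e-09) at Heat24 hr. PMDH2 had 0.13 (standard error 0.0791, adjusted p = 0.196) at Heat08 hr and -0.54 (standard error 0.0861, adjusted p = 0.000113) at Heat24 hr, and was below 0.5-fold at Recovery08 hr, with 4846 ± 326 (SD, n = 3) against 14610 ± 547 (SD, n = 6). After centring on the median, PCK1 at Heat08 hr was at -0.80, above the 0.5-fold threshold. After quantile normalization, HPR at Recovery24 hr was at -0.87, also above it.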

## Conclusion

The lipidomics data indicate that the composition of membrane lipids in leaves was dynamic under heat stress within one day (Fig. 2). Most of these changes can be understood by a decrease in unsaturated fatty acids from chloroplast membranes. This decrease was likely derived from (1) lipid transfer between chloroplasts and the ER, and (2) decrease in chloroplast glycolipids and PG containing 18:3 and 16:3 by lipid turnover (pathways ‘a’ through ‘f’ of Fig. 4). This process was likely enhanced by increases in 18:3-containing TAG species. In most cases, microarray results suggest the regulation of glycerolipid metabolism at the transcriptional level. However, for lack of gene annotations, the process of degradation and export of chloroplastic 16:3 and 18:3 cannot be explained (pathway ‘g’ of Fig. 4). The integration of the lipidomics data and transcriptome data will be useful for elucidation of the unknown pathways in the future.

## Methods

### Lipidomic analysis

*Arabidopsis thaliana* ecotype Columbia (Col-0) and Nossen were used. Arabidopsis seeds were surface-sterilised and sown on an agar-solidified Murashige and Skoog medium containing 0.5% (*w/v*) sucrose. Plants were grown at 22 °C under a 16-h-light/8-h-dark cycle. Fourteen-day-old Col-0 and Nossen plants at about 3 h after the onset of the light phase were subjected to heat stress at 22 °C (control), 30 °C, 34 °C or 38 °C for one day under a continuous light condition (biological replicate N = 4) (Supplementary Fig. S1). For recovery experiments, 18-day-old Col-0 and 14-day-old Nossen plants were subjected to heat stress at 38 °C for one day under the 16/8 h light-dark cycle, and then returned to 22 °C and grown for one day and 2 days longer (biological replicate N = 3, 4, 8, or 12) (Supplementary Fig. S1).

Aerial parts were harvested at about 3 h after the onset of light phase. Crude lipid was extracted from the aerial parts according to the method of Okazaki *et al.*^49^. The dried chloroform extract was dissolved in 160 μL ethanol for LC-MS analysis. The conditions for LC-MS analysis were described in the same paper^49^. Lipid data were obtained from 77 distinct plant samples that included 6 environmental conditions and 2 ecotypes, in which the plant samples were prepared from 6 individual growth periods.

Levels of individual lipid species in every sample preparation were normalised to the sum of peak areas of lipid species within the same lipid class in samples grown at 38 °C for one day (1d38C). The scaled levels of the 66 lipid species, which were detected under the all conditions and ecotypes, were calculated to show overview as a heat map, where levels of individual lipid species were subtracted by the mean of values of the lipid species among the 77 samples, then divided by the standard deviations for values of the lipid species among the 77 samples as described in Vu *et al.*^27^. Spearman’s correlation coefficients were calculated among 12 variables, which were expressed as the average of each condition (22 °C control (1d22C and 1d22C+2d22C), 30 °C for one day (1d30C), 34 °C for one day (1d34C), 1d38C, 38 °C for one day then 22 °C for one day (1d38C+1d22C), and 38 °C for one day then 22 °C for 2 days (1d38C+2d22C)) for each ecotype (Col-0 (C) and Nossen (N)). Hierarchical clustering of the lipid species was conducted by the complete linkage method based on Euclidean distance (k = 10) by the software R. A heat map was constructed to depict the log_2_ of the ratio of the average of each stress condition to that of the 22 °C control. Significant differences in individual values were investigated by Welch’s *t* test (two-sided).

### Transcriptome analysis

Arabidopsis ecotype Col-0 seeds were surface-sterilised and sown on an agar-solidified medium, which was identical to that used for lipidomic analysis as described above. Plants were grown at 22 °C under a 16-h-light/8-h-dark cycle. Eighteen-day-old plants were subjected to heat stress at 38 °C for 24 h (Supplementary Fig. S1). The stress treatment was started at 3 h after the onset of the light phase. After the heat stress treatment, the plants were grown at 22 °C for 24 h.

Aerial parts were harvested at 8 h after the start of heat stress (Heat08 hr, biological replicate N = 3), 24 h after the start of heat stress (Heat24 hr, biological replicate N = 3), 8 h after the start of recovery (Recovery08 hr, biological replicate N = 3), and 24 h after the start of recovery (Recovery24 hr, biological replicate N = 3) (Supplementary Fig. S1). The samples named Control08 hr (N = 6, including 3 biological replicates of 18-day-old and 19-day-old plants) and Control24 hr (N = 9, including 3 biological replicates of 18-day-old, 19-day-old and 20-day-old plants) were harvested from plants grown under the 22 °C condition at 11 and 3 h after the onset of light phase, respectively.

Total RNA was extracted using an RNeasy Plant Mini Kit (Qiagen, Valencia, CA). The Arabidopsis Genome ATH1 DNA array (Affymetrix, Santa Clara, CA) was hybridised according to the manufacturer’s protocol. Raw data were deposited in NCBI-GEO under accession numbers GSE63128. The obtained data were summarised by the method of MAS5, and normalised as baseline to median of all samples using GeneSpring version 12 (Agilent Technologies, Palo Alto, CA).

Genes possibly involved in glycerolipid metabolism were selected from the literature (Supplementary Table S2)^11^,^30^,^31^,^32^. There were 244 genes annotated as being involved in the metabolic pathways: plastidial fatty acid synthesis; fatty acid elongation, desaturation and export from the plastid; plastidial glycerolipid, galactolipid and sulfolipid synthesis; eukaryotic phospholipid synthesis; triacylglycerol (TAG) synthesis; lipid trafficking; TAG degradation; β-oxidation; the tricarboxylic acid cycle and glyoxylate cycle (selected only the genes possibly related to fatty acid catabolism^32^); miscellaneous lipid-related (selected only the genes having gene symbols^31^); and phytyl ester synthases^11^ (Supplementary Table S2). The genes showing significant changes in expression were chosen by volcano plots of fold-changes and the moderated *t*-test with the Benjamini-Hochberg FDR method (corrected *p*-values) among the selected genes (or the whole probe sets for analysis of transcription factors) by the software GeneSpring.

## Additional Information

**How to cite this article**: Higashi, Y. *et al*. Landscape of the lipidome and transcriptome under heat stress in Arabidopsis thaliana. *Sci. Rep.* **5**, 10533; doi: 10.1038/srep10533 (2015).

## Supplementary Material

Supporting Information

Supporting Information

Supporting Information

Supporting Information

## Figures and Tables

**Figure 1:**
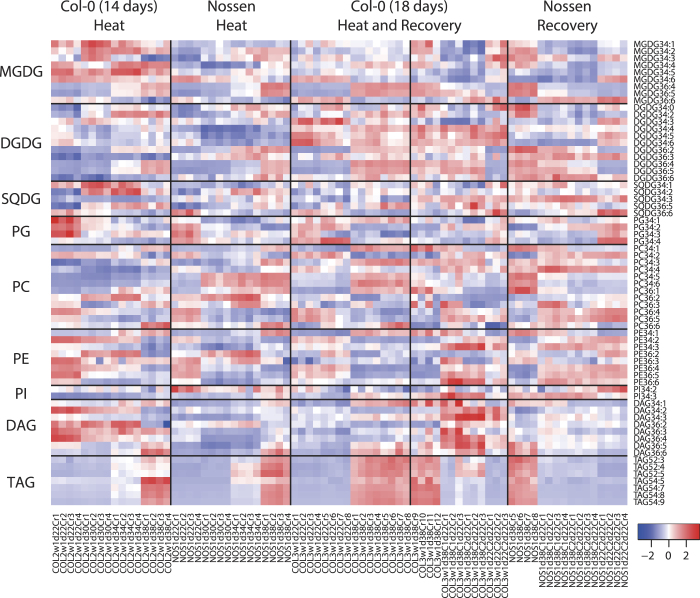
Overview of glycerolipid levels in Arabidopsis leaves under heat stress and during recovery. The 66 lipid species observed from the all environmental conditions (heat and recovery) and ecotypes (Col-0 and Nossen) were shown. Values were normalised to 1d38C data in each experiment, and scaled among measurements as described in Methods. Each column represents an LC-MS measurement. Biological replicates N = 3, 4, 8, or 12. MGDG, monogalactosyldiacylglycerol; DGDG, digalactosyldiacylglycerol; SQDG, sulfoquinovosyldiacylglycerol; PG, phosphatidylglycerol; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PI, phosphatidylinositol; DAG, diacylglycerol; TAG, triacylglycerol. Experimental condition can be found in Supplementary Fig. S1. The normalised data was available in Supplementary Table S1.

**Figure 2:**
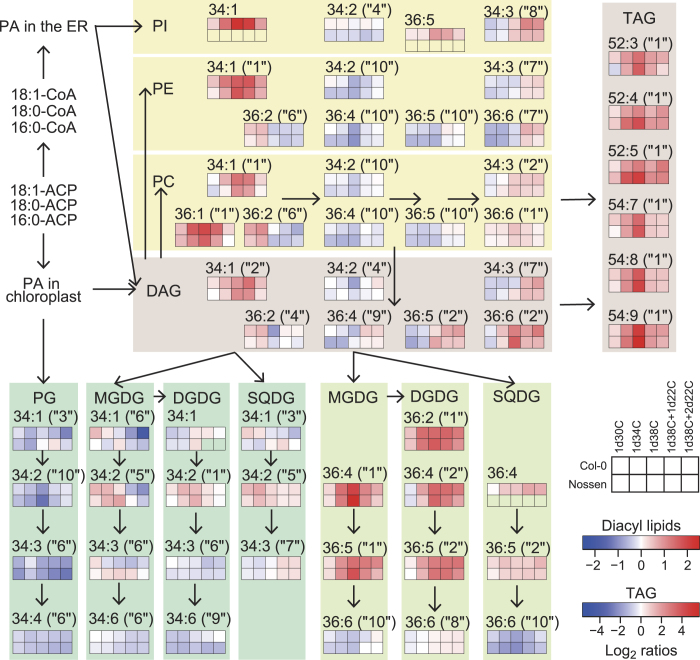
Heat map representation of lipid species in Arabidopsis leaves under heat stress superimposed on a glycerolipid metabolic pathway map. The average changes in lipid species are shown by 10 boxes (2 rows and 5 columns), which contain 2 genotypes: Col-0 (upper row) and Nossen (lower row); and 5 environments: 1d30C, 1d34C, 1d38C, 1d38C + 1d22C, 1d38C + 2d22C (left-to-right). Heat map colours show the average log_2_ ratios of fold-changes in each stress condition to the normal 22 °C condition. Due to different induction levels, values of diacyl membrane lipids and TAG are shown by different scales. Samples depicted by boxes with no colour in the Nossen data were not detected. Lipid species belonging to the 10 clusters (Spearman’s correlation coefficients, see Supplementary Fig. S3 for details) are shown with the numbers in parentheses (e.g. “1”, “2”, “6”, “7”, and “10”). Individual experimental data can be found in Supplementary Table S1.

**Figure 3:**
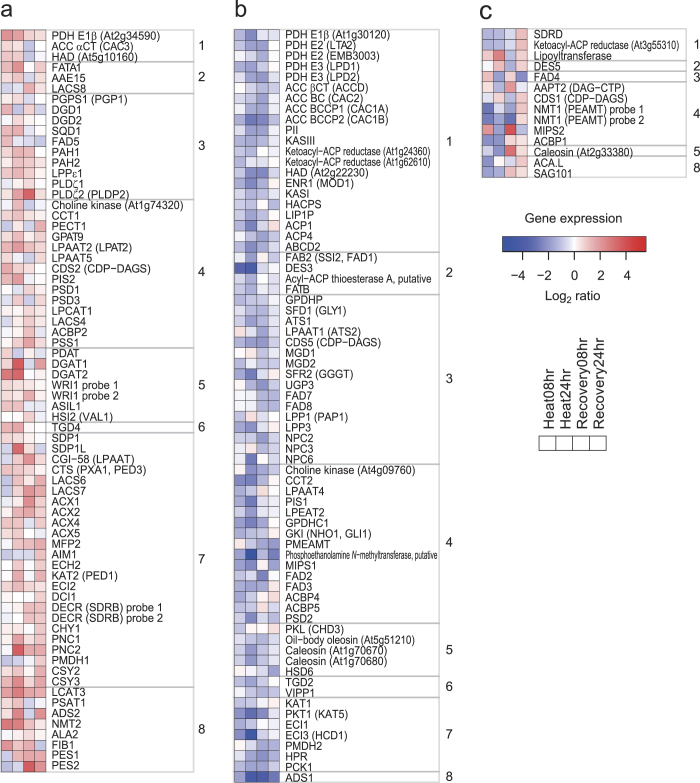
The expression of genes annotated to be involved in glycerolipid metabolism in Arabidopsis leaves under heat stress and during recovery. The expression of 233 genes (228 probe sets) selected from the literature was analysed by microarray. Four sets of fold-changes were calculated as Heat08 hr/Control08 hr, Heat24 hr/Control24 hr, Recovery08 hr/Control08 hr and Recovery24 hr/Control24 hr and are shown as a heat map from left-to-right. (**a**) Probe sets increased >1.5-fold under at least one condition and not decreased, (**b**) probe sets decreased <0.5-fold under at least one condition and not increased, (**c**) probe sets both increased >1.5-fold under at least one condition and decreased <0.5-fold under at least one condition. Genes were selected from the literature, and classified into 8 groups of metabolic pathways: (1) plastidial fatty acid synthesis; (2) fatty acid elongation, desaturation and export from plastid; (3) plastidial glycerolipid, galactolipid and sulfolipid synthesis; (4) eukaryotic phospholipid synthesis; (5) TAG synthesis; (6) lipid trafficking; (7) TAG degradation, β-oxidation, the TCA/glyoxylate cycles; (8) miscellaneous lipid-related genes, and phytyl ester synthases. Genes that changed significantly (*t*-test with Benjamini-Hochberg FDR, *p* < 0.05, N = 3, 6, or 9) among the selected genes are shown. Further information is available in Supplementary Table S2.

**Figure 4:**
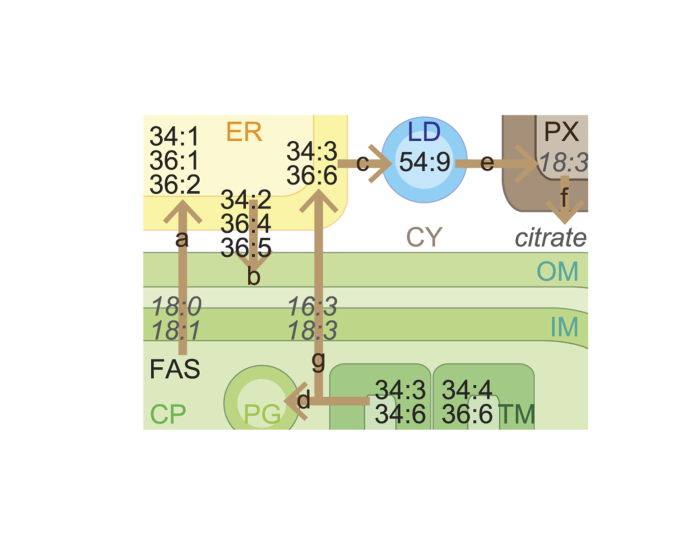
Predicted intracellular lipid trafficking. Integrated lipidome and transcriptome investigations suggest an enhanced lipid movement among organelles under heat stress in Arabidopsis leaves. Seven arrows (‘**a**’ through ‘**g**’) show metabolic pathways suggested to be induced by heat stress. FAS, fatty acid synthesis; CP, chloroplasts; TM, thylakoid membrane; PG, plastoglobules; IM, inner envelope membrane; OM, outer envelope membrane; ER, endoplasmic reticulum; LD, lipid droplets; PX, peroxisome; CY, cytosol.

How the deposited data were processed for this re-analysis (not part of the article)

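Transcripts were measured on 27 Affymetrix ATH1 arrays of 1 colour from Arabidopsis plants in 6 groups: Control08 hr (6 arrays), Control24 hr (9 arrays) and Heat08 hr, Heat24 hr, Recovery08 hr and Recovery24 hr (3 arrays each). Condition, age and replicate of every array were taken from the sample labels, and harvest times from the methods. The intensity values are as deposited by the authors, who summarised each array by MAS5 and used GeneSpring version 12. Their trimmed mean is nearly the same on every array, and how this came about is not stated. They are linear signals of 22746 probe sets with a lowest value of 1. The AFFX control probe sets are not in the table.

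A probe set was given a gene from Supplementary Table S2 (228 probe sets), then from the platform annotation (13461), then from the part of Supplementary Table S3 at hand (712). The platform annotation lists 14016 of the probe sets, 551 probe sets with several genes were left without a name, and 7794 had no name here. All of them stayed in the tests. DREB1A and DREB2A had no named probe set and were not analysed here. The lipid measurements were not analysed here.

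Log2 of the signal was compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with only the groups of a comparison in the fit and control arrays of one clock time pooled over ages, as in the paper. The variance was moderated over all probe sets. The p-values were adjusted by Benjamini-Hochberg over the 228 probe sets for glycerolipid genes, with increases above 1.5-fold and decreases below 0.5-fold at an adjusted p under 0.05, and over all probe sets otherwise, with a change of at least 2-fold. The difference between Heat24 hr and Heat08 hr was tested as an interaction of heat and clock time. Comparisons at the same clock time share their control arrays. Tables and plots were made in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.

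Gene lists were tested by limma's camera with a preset correlation of 0.01 and with an estimated correlation. Of 22 lists written before the data were examined, 6 had at least 5 named members: heat shock proteins, autophagy, photosynthesis, lipid droplet and plastoglobule proteins, phosphate starvation, and plastid lipases and fatty acid exporters. These had 9 of 22, 10 of 16, 7 of 26, 10 of 17, 8 of 17 and 6 of 7 members named in that order, and counts refer to the named ones alone. The minimum of 5 was set after the coverage was known and before any value was seen. The 8 groups of Supplementary Table S2 were tested in the same way, with 56 tests adjusted together. The lists of 16 mitochondrion-encoded and 68 chloroplast-encoded genes were chosen after the data were seen, as were the counts and medians of all lists after quantile normalization and median centring.

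Genes named in the text follow a rule fixed before the data were examined. It takes every gene the microarray part of the results names. It also takes the 4 highest and 4 lowest changes of each comparison among probe sets annotated with 1 gene. These needed an adjusted p under 0.05, arrays that do not overlap and a mean signal of at least 100 in the higher group. Of each list it takes up to 4 members (the largest rise and fall, then by mean signal). Whether a probe set annotated with 1 gene also detects others was not tested. The comparison used to rank the list members, Heat24 hr, was chosen after values were seen. Of several probe sets of a gene, the one with the highest mean over all arrays was taken, except pairs that Supplementary Table S2 lists separately. The paper's tables, with their values, were known when the rule was fixed. Genes outside the rule are marked as chosen after their values were seen.

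The test was tried on simulated arrays. Each was drawn from a normal distribution with every probe set's mean and SD on the control arrays, independently between probe sets. In 3 of the drawn arrays 200 probe sets were then changed. The simulated treated arrays thus had the spread of control arrays, and the counts may not carry over to real treated arrays. Only these 200 were changed, whereas at Heat08 hr 4432 probe sets were higher and 6612 lower with no fold threshold. An adjustment by Benjamini-Hochberg is stricter where so few probe sets change. The glycerolipid calls were also adjusted over their own list alone. The recovered counts therefore do not give the sensitivity of the calls in the data. With 3 arrays against 6, the test recovered 17 of 50 changes of 1.5-fold, 28 of 50 of 0.5-fold, 29 of 50 of 4-fold and 36 of 50 of 0.25-fold, with 5 false calls among 22546 unchanged probe sets. With 3 against 9 it recovered 15, 24, 34 and 36, with 7 false calls. No call had the wrong sign. Over probe sets with a mean signal of at least 100, the median SD of log2 differences between replicates was 0.352 to 0.623 per group. Alternatives were age-matched controls, all arrays in 1 fit, the replicate number as a block, quantile normalization, median centring and an added 16. Others were a filter at a mean signal of 100, a test without moderation and leaving out each replicate. Other thresholds, adjustment over all probe sets and raising values under 1 to 1 were also run.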

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

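The tests of array scaling and of carried-over organelle transcripts for the mitochondrion-encoded genes were chosen after the result was seen, as were those genes as a list and the test of bright against middle probe sets.

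Probe sets named for genes of the mitochondrial genome, on which the paper does not report, had higher signals in the treated plants. The median log2 fold change of 16 genes was 4.30 at Heat08 hr, 5.56 at Heat24 hr, 3.58 at Recovery08 hr and 2.05 at Recovery24 hr, with 15, 15, 12 and 12 of 16 higher and 0, 0, 1 and 0 lower by limma (15, 15, 13 and 12 higher and 0, 1, 1 and 1 lower adjusted over the list alone). The camera test with an estimated correlation gave adjusted p of 0.00203, 0.00203, 0.0766 and 0.0419. The reverse transcriptase-like maturase gene matR rose by 9.44 at Heat24 hr (standard error 0.143, higher in 3 of 3 arrays), cox1 by 5.65 (0.158), cox2 by 7.96 (0.262) and nad5 by 8.42 (0.272). The control signal of matR was 2.85, near the lowest of the table, so that its fold is uncertain.

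After centring the arrays on their median, the lowest median over the 4 comparisons was 1.98 (standard error 0.40), which argues against array scaling as the whole cause. More carried-over RNA or DNA of both organelles would also raise chloroplast-encoded genes, whose highest median over the comparisons was -0.21 (standard error 0.15, 68 genes; 0.16 after median centring). Other probe sets in the same range of control signal had a median of -0.17 (standard error 0.010, 18871 probe sets) at Heat24 hr. That range covers most of the 22746 probe sets, so this median is not one of dim probe sets alone. The 9492 dim ones (control mean under 100) had a median of -0.22 at Heat24 hr, which argues against a rise shared by dim probe sets. Whether labelling captured these transcripts more readily after heat was not tested. Nor was it tested whether these probe sets also detect transcripts from outside the mitochondrion. A response of mitochondrial transcripts to heat therefore stays a hypothesis.

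Between control plants at both clock times, 1878 probe sets differed at least 2-fold, and the heat-treated plants did not carry this difference. The slope of Heat08 hr less Heat24 hr on Control08 hr less Control24 hr was -0.0745 (standard error 0.013). After quantile normalization it was -0.0693 (standard error 0.013). A scaling factor of an array shifts all its log2 signals alike, which hardly alters a slope. The slope after quantile normalization was therefore bound to stay close and adds little on such a factor. For the same reason, a single factor per array could hardly have brought the slope to -0.0745, which argues against it as the cause. Control plants of 18 days kept the difference of control plants of 19 days with a slope of 0.919, higher than that of heat-treated plants on the same 1549 probe sets by 0.999 (standard error 0.016), which argues against selection on the control arrays. The recovery plants, which also differ in how long they recovered, had a slope of -0.148 (standard error 0.018), so a loss of the daily difference and the different length of treatment cannot be told apart.

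The heat arrays had a lower median signal than the control arrays. At Heat24 hr the median log2 fold change was -0.57 for 3341 bright probe sets (control mean of at least 1000), -0.11 for 9913 of middle signal and -0.22 for 9492 dim ones (under 100). A single scaling factor would shift all of them alike. Bright less dim was -0.345 (standard error 0.034), past the limit of 0.3 set before the result was seen. These classes were taken from the control arrays of the same comparison, which by itself can lower the bright ones. The value therefore does not argue against a single factor. With classes from the Control08 hr arrays, bright and dim ones lay closer together, at -0.38 and -0.25. By the same classes, bright less middle was -0.25 (standard error 0.031, with -0.38 for 3353 and -0.13 for 10037 probe sets). This is under the same limit and yet apart from 0. That both tests must pass the limit was decided after both values were seen, and on that reading a shift by scaling stays open. The 2% trimmed mean was 494.5 to 496.8 on every array. At such a shared level, a loss of bright transcripts alone would leave the other signals in place or raise them. The middle and dim ones were lower too, at -0.13 and -0.25. These values argue against such a loss as the whole cause of the lower median.

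By limma's test of the interaction, the change differed between Heat24 hr and Heat08 hr in 122 of 228 glycerolipid probe sets. Of the named genes with such a difference (Heat24 hr less Heat08 hr, log2), those lower at Heat24 hr were DGD1 (-2.37), FAD5 (-1.55), PDAT (-1.64), FIB1 (-1.16), FAD4 (-2.98), MIPS2 (-3.89), ATS1 (-1.06), LPAAT1 (-0.91), FAB2 (-1.63), PMDH2 (-0.67), HPR (-1.25) and PCK1 (-0.52). Those higher at Heat24 hr were MGD1 (0.24), MGD2 (0.94), FATA1 (0.96), PAH1 (0.67), PAH2 (0.79), LPAAT2 (0.68), LPPε1 (0.39), DGAT1 (2.94), DGAT2 (0.50), PES1 (2.04), SDP1L (3.90), CSY2 (0.45) and CSY3 (1.12). The value of SDP1L is uncertain, since its signal was near the lowest of the table in 3 of the 4 groups compared.

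Heat shock proteins, a list fixed before the data were examined and not discussed in the paper, had median log2 fold changes of 7.32 at Heat08 hr, 7.15 at Heat24 hr, 4.57 at Recovery08 hr and 2.33 at Recovery24 hr.

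Single control arrays stood apart from their group in 5 of 64 groups tested by Dixon's ratio. FAD5 had 3917 in Control08 hr at 19 days, replicate 1 (others 4502 to 4825), and SDP1 had 394.4 on the same array (313.3 to 327.9). SDP1L had 38.3 in Control24 hr at 20 days, replicate 3 (1.90 to 19.65), CSY3 666.4 at 18 days, replicate 1 (330.1 to 459.4), and HSFA2 47.1 at 19 days, replicate 1 (5.185 to 19.33). Chance alone gives such values in some of so many groups, and the arrays stayed in.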

How the results depend on the processing

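The alternatives for the organelle-encoded genes and the other scalings of all gene lists were chosen after seeing the data.

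Of 342 counts under alternatives, 319 stayed within 1.5 times the reported count. Among them are the counts with values under 1 raised to 1, which could not move, as 0 values lie under 1. Median centring gave 51 increased and 25 decreased glycerolipid probe sets at Heat08 hr (31 and 44 as reported), and over the whole array 3400 higher and 2405 lower at Heat08 hr (1905 and 3710) and 4872 higher at Heat24 hr (3155), since it raises the heat arrays. A threshold of 2-fold for increases gave 19 at Heat08 hr (31), 23 at Recovery08 hr (38), 17 at Recovery24 hr (39) and 8 in both directions (13), as a stricter limit must. A mean signal of at least 100 gave 11 decreased at Recovery24 hr (18) and 952 lower over the whole array (1674), with fewer probe sets tested. With no fold threshold there were 4432 higher and 6612 lower at Heat08 hr, 5540 higher at Heat24 hr (3155), 5967 and 5968 at Recovery08 hr (3192 and 3896) and 4126 and 4181 at Recovery24 hr (1410 and 1674). Between control plants of 18 and 19 days at Control24 hr, all 27 arrays in 1 fit gave 1 probe set (0). For 18 against 20 days and 19 against 20 days it gave 0 and 0, and the replicate block 0 and 0 (5 and 5), and the cause was not tested.

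Of the 64 medians of gene lists, 14 changed sign after median centring, 9 of them at Heat08 hr and 4 at Heat24 hr, and 6 after quantile normalization. At Heat08 hr centring gave 0.16 for the chloroplast-encoded genes (-0.21 as reported), 0.0525 for lipid droplet and plastoglobule proteins (-0.32), 0.19 for phosphate starvation (-0.18; 0.0155 after quantile normalization), 0.17 for photosynthesis (-0.20), 0.21 for fatty acid elongation and desaturation (-0.16), 0.13 for plastidial glycerolipid synthesis (-0.24), 0.33 for TAG synthesis (-0.04; 0.15 after quantile normalization), 0.28 for lipid catabolism (-0.09) and 0.26 for the remaining lipid genes (-0.11; 0.0204 after quantile normalization). At Heat24 hr it gave 0.0391 for lipid droplet and plastoglobule proteins (-0.38), 0.36 for phosphate starvation (-0.06; 0.34 after quantile normalization), 0.10 for fatty acid elongation and desaturation (-0.32) and 0.19 for plastidial glycerolipid synthesis (-0.23), and at Recovery08 hr 0.0007744 for lipid catabolism (-0.02). Quantile normalization gave 0.0280 for fatty acid elongation and desaturation at Recovery24 hr (-0.15) and 0.006116 for phospholipid synthesis at Recovery08 hr (-0.05). An estimated correlation in camera ended 16 calls of lists, 3 of them of organelle-encoded genes.

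Of 107 changes of named genes, 96 kept direction and call under every alternative run and 11 lost the call under at least 1, 5 of them under median centring. None changed direction. The replicate block gave 30 increased at Heat08 hr (31) and 123 interactions (122), and moved no other count by over 1.5 times than those of control ages. Each array's deviations from the mean of its group and age were also correlated, over probe sets with a mean signal of at least 100. Between a treated array and control arrays of its own number, these deviations had mean correlations of -0.0641 to 0.121. By this measure, 7 of 12 treated arrays lay closest to control arrays of their own number. Raising values under 1 to 1 changed nothing, since 0 values lie under 1. Dim probe sets and 3 treated arrays limit what the test can detect.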

Differences from the paper's values

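No count differs from the paper's by more than 1.5 times. Here 50 probe sets were increased at Heat24 hr (the paper's 48) and 39 at Recovery24 hr (38), and 44, 59, 46 and 18 were decreased at Heat08 hr, Heat24 hr, Recovery08 hr and Recovery24 hr (the paper's 41, 54, 44 and 13). Increases at Heat08 hr and Recovery08 hr match. The classes were 72 increased, 82 decreased and 61 neither (the paper's 70, 69 and 76), in genes 70, 86 and 64 (68, 71 and 81), and both match at 13. Decreased fatty acid synthesis genes were 22 (21), increased catabolism genes 23 (21), probe sets higher at Control24 hr 20 (17) and at Control08 hr 25 (24), of which 42 changed (40).

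All 307 calls of the paper's table were also made here. The further 18 calls were all of probe sets with a mean signal under 100, such as OLE3 (-2.52 at Heat24 hr), LEC2 (-1.76 at Heat08 hr) and ICL (-1.45 at Heat24 hr), chosen after their values were seen.

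Among alternatives set before the data were examined, log2 of the signal plus 16 reaches the paper's 38 increased at Recovery24 hr, 54 decreased at Heat24 hr, 44 decreased at Recovery08 hr, 76 in neither class, 68 genes increased and 24 higher at Control08 hr. A mean signal of at least 100 reaches 21 fatty acid synthesis genes and 17 higher at Control24 hr. The test without moderation and adjustment over all probe sets each reach 38 increased at Recovery24 hr, and median centring reaches 44 decreased at Recovery08 hr. Without replicate 1 the counts reach 44 decreased at Recovery08 hr and 40 changed, without replicate 2 they reach 48 increased at Heat24 hr and 41 decreased at Heat08 hr, and without replicate 3 they reach 68 genes increased. Only matches are listed here, and some of these settings miss other counts. Median centring gave 51 increased and 25 decreased at Heat08 hr (the paper's 31 and 41). A mean signal of at least 100 gave 11 decreased at Recovery24 hr (13). With so many counts and settings some match by chance, so the matches do not show the source of the differences. The supplementary table of all genes holds 22810 probe sets by the paper's count and the deposited table 22746.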

Other observations

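The comparisons with other groupings of the arrays, and the counts of gene lists after quantile normalization or median centring, were chosen after the results were seen.

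Heat shock protein genes showed the strongest rise of the lists tested. By limma, 9 of 9 named members, of 22 on the list, were higher at Heat08 hr, Heat24 hr and Recovery08 hr and 8 of 9 at Recovery24 hr, the same counts adjusted over the list alone. ATHSP22.0, a small heat shock protein of the ER, had log2 fold changes of 9.99, 8.69, 8.01 and 6.32 (standard errors 0.525 to 0.875), and AT1G53540, a cytosolic one, 9.58, 8.85, 7.67 and 4.81. The camera test with an estimated correlation gave adjusted p of 0.0257, 0.00959, 0.0847 and 0.172. Nuclear photosynthesis genes were lower in all 7 named members, of 26 on the list, at Heat24 hr, Recovery08 hr and Recovery24 hr, also adjusted over the list alone, and at Heat08 hr 1 was higher and 1 lower. SBPASE, of the Calvin cycle, had -1.45, -3.75, -2.89 and -1.75, and the light-harvesting gene LHCB4.1 -0.52 at Heat24 hr and -1.58 at Recovery08 hr. In the last 3 comparisons the list had medians of -1.60, -1.92 and -1.07, with adjusted p of 0.443, 0.109 and 0.344 with an estimated correlation. Quantile normalization left 7, 6 and 5 of 7 lower and median centring 6, 7 and 7. The median at Recovery24 hr was -0.56 after quantile normalization and -1.13 after median centring.

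Autophagy genes were higher in 6 of 10 named members, of 16 on the list, and lower in 1 at Heat08 hr and at Heat24 hr, also adjusted over the list alone, with medians of 0.93 and 1.11 and an adjusted p of 0.443 at both with an estimated correlation. ATG8D rose by 3.17 at Heat24 hr (standard error 0.110) and ATG8F fell by 1.63 (0.114). At Recovery08 hr 5 were higher and 2 lower, and at Recovery24 hr 2 and 4 (3 and 4 adjusted over the list alone). Of 10 lipid droplet and plastoglobule genes, 2, 3, 3 and 3 were higher and 4, 5, 6 and 4 lower in the order of the comparisons (5 lower at Recovery24 hr adjusted over the list alone). The lipid droplet protein gene AT1G67360 rose by 3.02 at Heat08 hr (standard error 0.123), and AT2G46910, of a fibrillin, fell by 2.71 at Heat24 hr. After median centring 3 of these genes were higher and 3 lower at Heat08 hr and at Heat24 hr. Of 8 phosphate starvation genes, 1, 3, 3 and 0 were higher and 3, 0, 3 and 1 lower (2 higher at Heat24 hr adjusted over the list alone). At Heat08 hr 2 were higher and 2 lower after quantile normalization and 2 and 1 after median centring, which turns the balance. SQD2, of sulfolipid synthesis, fell by 0.76 at Recovery08 hr. Of 6 plastid lipase and fatty acid exporter genes, 2, 3, 3 and 1 were higher and 0, 0, 0 and 1 lower, the same adjusted over the list alone. AT4G13550, a plastid lipase, rose by 1.09 at Heat08 hr, and AT3G57280, a fatty acid exporter, by 1.00 at Heat24 hr.

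Chloroplast-encoded genes, a list chosen after the data were seen, were lower in 30, 43, 62 and 56 of 68 members and higher in 9, 6, 0 and 0 (31, 44, 62 and 58 lower adjusted over the list alone). After median centring 22 were lower and 20 higher at Heat08 hr and 26 and 11 at Heat24 hr, and quantile normalization left 48 and 43 lower at Recovery08 hr and Recovery24 hr. Their median was -0.21 at Heat08 hr (0.16 after median centring), -0.60 at Heat24 hr (-0.18), -1.11 at Recovery08 hr and -0.79 at Recovery24 hr. After quantile normalization it was -0.85 at Recovery08 hr and -0.52 at Recovery24 hr. With an estimated correlation the adjusted p was 0.648, 0.308, 0.0551 and 0.0186. The NADH dehydrogenase gene ndhK had -2.26 at Heat24 hr and petN, of the cytochrome b6f complex, 2.45.

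Of the groups of Supplementary Table S2 not described at a claim, fatty acid elongation and desaturation up to its export from plastids (13 probe sets) had 3, 3, 1 and 4 higher and 6, 6, 5 and 5 lower, plastidial glycerolipid synthesis (36) 8, 9, 7 and 2 higher and 11, 16, 21 and 15 lower, and eukaryotic phospholipid synthesis (46) 9, 11, 14 and 13 higher and 24, 23, 18 and 9 lower. TAG synthesis (40) had 6, 6, 3 and 4 higher and 7, 10, 7 and 7 lower, lipid trafficking (6) 1, 1, 0 and 0 higher and 3, 4, 3 and 2 lower, and the remaining genes (13) 5, 7, 7 and 5 higher and 4, 3, 4 and 2 lower. Median centring moved the counts under heat. Plastidial glycerolipid synthesis then had 13 higher and 8 lower at Heat08 hr, the opposite balance, and 12 and 11 at Heat24 hr, phospholipid synthesis 14 and 17, then 17 and 19, TAG synthesis 8 and 3, then 9 and 6, also opposite, and fatty acid elongation 4 and 4 at both. Camera called plastidial glycerolipid synthesis lower at Recovery08 hr and Recovery24 hr, with medians of -0.60 and -0.40 and adjusted p of 0.109 and 0.426 with an estimated correlation. Adjusted over the list alone, some counts differ. Fatty acid elongation had 5 higher at Recovery24 hr. Plastidial glycerolipid synthesis had 9, 9, 7 and 3 higher and 12, 16, 22 and 17 lower, phospholipid synthesis 9, 13, 14 and 15 higher and 24, 23, 18 and 10 lower, and TAG synthesis 4, 5, 3 and 4 higher and 4, 9, 4 and 7 lower. Lipid trafficking had 2 higher at Heat24 hr and the remaining genes 6 higher at Recovery24 hr. FAD2, the desaturase of the ER, fell by 2.50 at Recovery08 hr (standard error 0.0959) and VIPP1, of thylakoid maintenance, by 1.33.

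Over the whole array, 1905 probe sets were higher and 3710 lower at Heat08 hr, 3155 and 5095 at Heat24 hr, 3192 and 3896 at Recovery08 hr and 1410 and 1674 at Recovery24 hr. Higher calls made up 33.9% at Heat08 hr and 38.2% at Heat24 hr (45.2% and 49.3% after quantile normalization, 58.6% and 57.4% after median centring). AT1G52560 rose by 10.20 at Heat08 hr, AT1G71000 by 9.84 and AT1G35050 by 10.70 at Heat24 hr, AT4G39670 by 8.78 and AT3G17520 by 8.80 at Recovery08 hr, and AT4G12490 by 6.57 and AT3G02480 by 6.39 at Recovery24 hr. AT1G48720 rose to 6078 at Heat24 hr from 1.65 in Control24 hr. Its probe set and that of AT1G35050 are annotated with 1 gene each, and whether they detect other genes was not tested. The expansin gene EXPA8 fell by 10.03 at Heat24 hr, LURP1 had -8.21 and AT5G55450 -8.23 at Heat08 hr, AT4G30650 -7.55 and AT1G07050 -7.56 at Recovery08 hr, and AT1G66100 -6.23 and AT4G01390 -5.41 at Recovery24 hr. Folds with a group near the lowest signal are uncertain, such as those of AT1G48720, AT1G52560 (4.43 in Control08 hr) and EXPA8 (4.89 at Heat24 hr). Others do not rest on such signals, such as AT4G30650 (76.2 against 14050) and AT1G66100 (139.8 against 8185).

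No other grouping of the arrays that was tried gave glycerolipid counts as large, which makes chance an unlikely source of them. Where 100 groupings are given, they were drawn at random from a larger number and include the real one. The share could go no lower than 1 of 84 or 1 of 100. Regrouping cannot address anything else that the arrays of a treatment share. At Heat08 hr 75 probe sets changed, and 1 of 84 groupings, the real one, reached this (highest other 1), at Heat24 hr 109 (1 of 100, highest other 1), at Recovery08 hr 84 (1 of 84, highest other 1) and at Recovery24 hr 57 (1 of 100, highest other 2). The same holds for the whole array, with 5615 (highest other 5), 8250 (7), 7088 (6) and 3084 (102). Between control times 45 glycerolipid probe sets differed (1 of 100, highest other 27), and 122 had an interaction (1 of 100, highest other 62, with clock times exchanged within heat and within control arrays, a scheme chosen after another had been seen). For the ages of control plants, 10 groupings are too few for such a share. The counts were 0, 0, 5 and 5, the highest of the others 2, 1, 2 and 2, and 10, 10, 1 and 1 of 10 groupings gave a count as large.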
